A study of Rattus norvegicus with 3 samples. Its data were reported in "Molecular neurobiology of loss: a role for basolateral amygdala extracellular matrix" (2023).

How the data were processed

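Libraries came from punches of the basolateral amygdala of adult male Sprague-Dawley rats held under SH, EE or ER. Per the labels, RNA was extracted with a column kit, equal parts from 10 rats were pooled per condition, polyadenylated RNA was selected, and libraries were made with a kit that keeps the strand. Per the study's methods and the submitters' processing notes, reads were aligned with HISAT2 and scaled with DESeq2; the versions, the genome build and the counting setting are not given in the sources used here. Polyadenylated selection leaves out most RNA without a poly(A) tail, and pooling removes the spread between rats, so no measure of it can be had from these values.

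The deposited values are a normalised signal per gene: reads divided by a size factor of each library. Within a library the values were whole multiples of 0.99584 (SH), 1.0339 (EE) and 1.0258 (ER), the value of 1 read, and 100% of values came out whole within 0.001 of a read. The recovered totals were 30334384, 29263063 and 29558555 reads. The table listed 19113 genes, of which 16797 were protein-coding; 16775 of these had a mean scaled count above 1, the filter of the study. Mitochondrially encoded genes took 7.97% to 8.32% of the reads. There were 24 rows whose gene names had been damaged into a time format, and these were treated as placeholder names. Gene symbols were those of the deposited table.

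Groups followed the labels. For each contrast the log2 ratio of scaled counts was computed with a pseudocount of 1, which draws the ratios of genes with few reads toward 0; ratios printed as folds carry no pseudocount. The exact 95% binomial (Clopper-Pearson) interval of each ratio was computed from the recovered reads. It compares 2 libraries and not 2 conditions, and reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. It excluded 1 for 3054 genes in EEvSH, 2596 in ERvSH and 2177 in ERvEE. No p-value was computed, because each condition has 1 library. A gene passed the size rule with a ratio of at least 1.5-fold either way and an interval that excluded 1. For a gene at 0 in a library no ratio is given, and the end of the interval is the bound; for list medians such genes were also set to a floor of 3 reads.

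Lists of marker, matrix, immune and housekeeping genes, 34 in all, were fixed before the data were examined, together with the size rule, the alternatives and the rule for named genes. Each list has its median log2 ratio, a 95% interval from 1000 Poisson resamples of its reads, and the percentile of the median among 10000 random lists matched in 20 bins of mean expression, as a description of these libraries. Symbols not matched directly to the table were left out. The rule for named genes took, per contrast, the 10 highest and 10 lowest ratios past the size rule with a mean scaled count of at least 50 and a symbol that did not start with a clone or locus prefix fixed in advance (LOC, AABR, AC0, RGD or ENSRNOG), list members past the rule at that level, and a set of microglial, net, activity, stress and glial genes and genes from the text of the study whatever their values. AC120727.1 and AC117101.1, clone names that start otherwise, therefore passed. The text gives examples from these. Relations between contrasts were set beside 100 simulated sets of 3 libraries with Poisson reads around the common mean.

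The procedure was tested on simulated data for EEvSH over 16797 genes. Of 50 genes simulated at each size, the size rule recovered 50 at 2-fold, 50 at 3-fold and 26 at 1.5-fold, and 0.561% of unchanged genes passed it. The intervals of the 50 genes at 3-fold held the simulated ratio for 42; over 13386 genes simulated at 3-fold they held it for 95.4%. Alternatives were scaling by library totals, by edgeR TMM and by upper quartile, pseudocounts of 0.5 and 5, other filters on level, a 2-fold rule and a rule without the interval; an analysis of ordinary symbols alone was added after the data were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 for the scaling factors. Genes of types other than protein-coding were kept out of the comparisons and are given in the closing section.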

Results

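Gene expression in the basolateral amygdala (BLA) of adult male rats was compared across 3 ways of housing. SH rats lived in ordinary cages (standard housing), EE rats shared a large group cage with toys and shelters (environmental enrichment), and ER rats were taken out of such a cage after a period of enrichment (enrichment removal, a model of loss). RNA from tissue punches of 10 rats was pooled for each condition, and 1 library was sequenced per condition. The libraries held 30334384 (SH), 29263063 (EE) and 29558555 (ER) reads assigned to 19113 listed genes. Of these genes, 16775 were protein-coding with a mean scaled count above 1 and entered the comparisons. The design implies 3 contrasts: EEvSH sets enriched against ordinary housing, ERvSH sets rats taken out of enrichment against rats that never had it, and ERvEE sets them against rats that stayed in it. Per the study, SH rats of this pooled cohort were kept in pairs and ER rats singly after removal. EE rats were in the group cage during their active cycle and housed singly by day. Each contrast therefore also differs in social housing, which cannot be told apart here from enrichment or its removal. The study also sequenced a separate cohort without pooling for the same contrasts, which is not used here. With 1 pooled library per condition, no difference has a replicate check within these libraries. Ratios are therefore given with exact 95% intervals, which cover counting error only and not the variation between rats or pools.

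The 3 libraries were close to each other. Among 13386 genes with a mean scaled count of at least 50, 99% differed by less than 1.5-fold in EEvSH, and 99.3% did so in ERvSH and in ERvEE. The size rule asked for a ratio of at least 1.5-fold and a counting interval that excluded 1. In EEvSH 197 genes were higher and 157 lower, in ERvSH 136 were higher and 144 lower, and in ERvEE 129 were higher and 153 lower. Simulated libraries with no difference gave a median of 54 to 57 genes in each direction from counting error, and at most 77. Most genes named for their size below come from those with an ordinary symbol and a mean of at least 50. Of these, 51 were higher and 30 lower in EEvSH, 23 and 28 in ERvSH, and 19 and 36 in ERvEE. The simulated libraries gave a median of 8 to 9 such genes in each direction, and at most 19. Part of the named genes would thus pass from counting error alone. Genes named only by clone or placeholder made up 8.65% of the genes with a mean of at least 50 but 23 of the 24 among them with a ratio of at least 4-fold; the remaining gene was Ptma.

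In EEvSH, enrichment was compared with standard housing. Among genes chosen by rule for their size, the EE library was higher for Dpp4, a membrane peptidase that cleaves chemokines and incretins (2.26-fold, interval 1.53 to 3.40), Col14a1, a fibril-associated collagen (1.99-fold, 1.43 to 2.79), Eya2, a transcriptional coactivator (1.90-fold, 1.48 to 2.43), the potassium channel gene Kcnh5 (1.99-fold, 1.38 to 2.90), Klhl1 (1.95-fold, 1.33 to 2.91), Krt77 (2.08-fold, 1.60 to 2.71) and Ccdc187 (2.33-fold, 1.56 to 3.53). Ptma, which encodes prothymosin alpha, was 3.32-fold higher (upper bound 3.68); this gene has many processed copies in mammalian genomes, so its assignment of reads is uncertain. The same holds for Rbm25l1, a copy of Rbm25, at a ratio of 0.463 (0.423 to 0.505). The EE library was lower for Chst3, a chondroitin 6-O-sulphotransferase that modifies matrix proteoglycans (ratio 0.521, 0.417 to 0.649), Cartpt, the precursor of the CART peptides (0.496, 0.350 to 0.694), the neurotrophin gene Ntf3 (0.569, 0.405 to 0.793), the ephrin receptor gene Epha8 (0.594, 0.509 to 0.691), the leukocyte gene Lsp1 (0.499, 0.349 to 0.706) and the mitotic gene Birc5 (0.592, 0.408 to 0.850). The clone-named genes AC120727.1 and AC117101.1 also met the rule and are described with the other genes of that kind in the closing section.

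Among the lists of neurons and neighbouring regions, markers of striatum and central amygdala, which border the BLA, had the highest median in EEvSH. Its 21 measured genes had a median log2 ratio of 0.35 (counting interval 0.20 to 0.42), above all 10000 random lists matched on expression. Foxp2 (1.57-fold, 1.34 to 1.83), the sodium channel subunit gene Scn4b (1.65-fold, 1.35 to 2.02) and the neurotensin gene Nts (1.89-fold, 1.35 to 2.67) passed the size rule. Other members are named after their values were seen: the enkephalin precursor Penk was 1.34-fold higher (1.29 to 1.39), the dopamine receptor Drd2 had a log2 ratio of 0.58 (ratio interval 1.21 to 1.87) and Prkcd, a kinase of a class of central amygdala neurons, was 1.30-fold higher (1.16 to 1.46), whereas Drd1 (1.01, 0.922 to 1.10) and Pde10a (1.03, 0.957 to 1.12) had intervals that included 1 and Ppp1r1b was lower (0.868, 0.827 to 0.910). Markers of hypothalamus and medial amygdala were also higher in EEvSH, with a median of 0.27 (0.10 to 0.51) over 13 measured genes, at percentile 98.2; the values were 0.17 (percentile 94.5) in ERvSH and −0.15 (percentile 9.82) in ERvEE. Of its members, 7 had a mean scaled count under 50. Sim1, named after its values were seen, passed the rule on 1 read in SH and 10 in EE (10.4-fold, 1.48 to 450.6), and Cartpt was lower. Inhibitory interneuron genes had a median of 0.14 (0.08 to 0.17) over 21 genes, also above all random lists, with 16 higher and 5 lower. Gad2, a GABA-synthesising enzyme also named after its value was seen, was at 1.20-fold (1.16 to 1.23). Pvalb was at 1.03 (0.937 to 1.12). Tac1 is on this list and on the striatal and central amygdala list, so the lists are not independent. Glutamatergic projection neuron genes had a median of −0.09 (−0.10 to −0.01), at percentile 0.03. Their members were split, with 7 higher and 9 lower of 16 genes and a mean log2 ratio of −0.02.

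Oligodendrocyte and myelin genes had a median of 0.15 in EEvSH (0.11 to 0.18) and 0.10 in ERvSH (0.08 to 0.14), above all random lists in both contrasts, and all 16 measured genes were higher than in the SH library in each. The myelin gene Mbp was 1.10-fold higher in EE (1.09 to 1.11) and 1.06-fold higher in ER (1.04 to 1.07). No member of the list passed the size rule in either contrast. Blood genes, mainly haemoglobins, had a median of 0.54 in EEvSH and 0.42 in ERvSH; Hbb was 1.61-fold higher in EE (1.45 to 1.78) and 1.48-fold higher in ER (1.33 to 1.64). The myelin and blood lists were thus higher in both contrasts with the SH library. By its median, the striatal and central amygdala list stood apart in EEvSH and not in ERvSH. For astrocyte genes the median of 16 genes was −0.01 in EEvSH and −0.03 in ERvSH, and Gfap was at 1.01 in EEvSH (0.970 to 1.04).

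**Figure D1:**
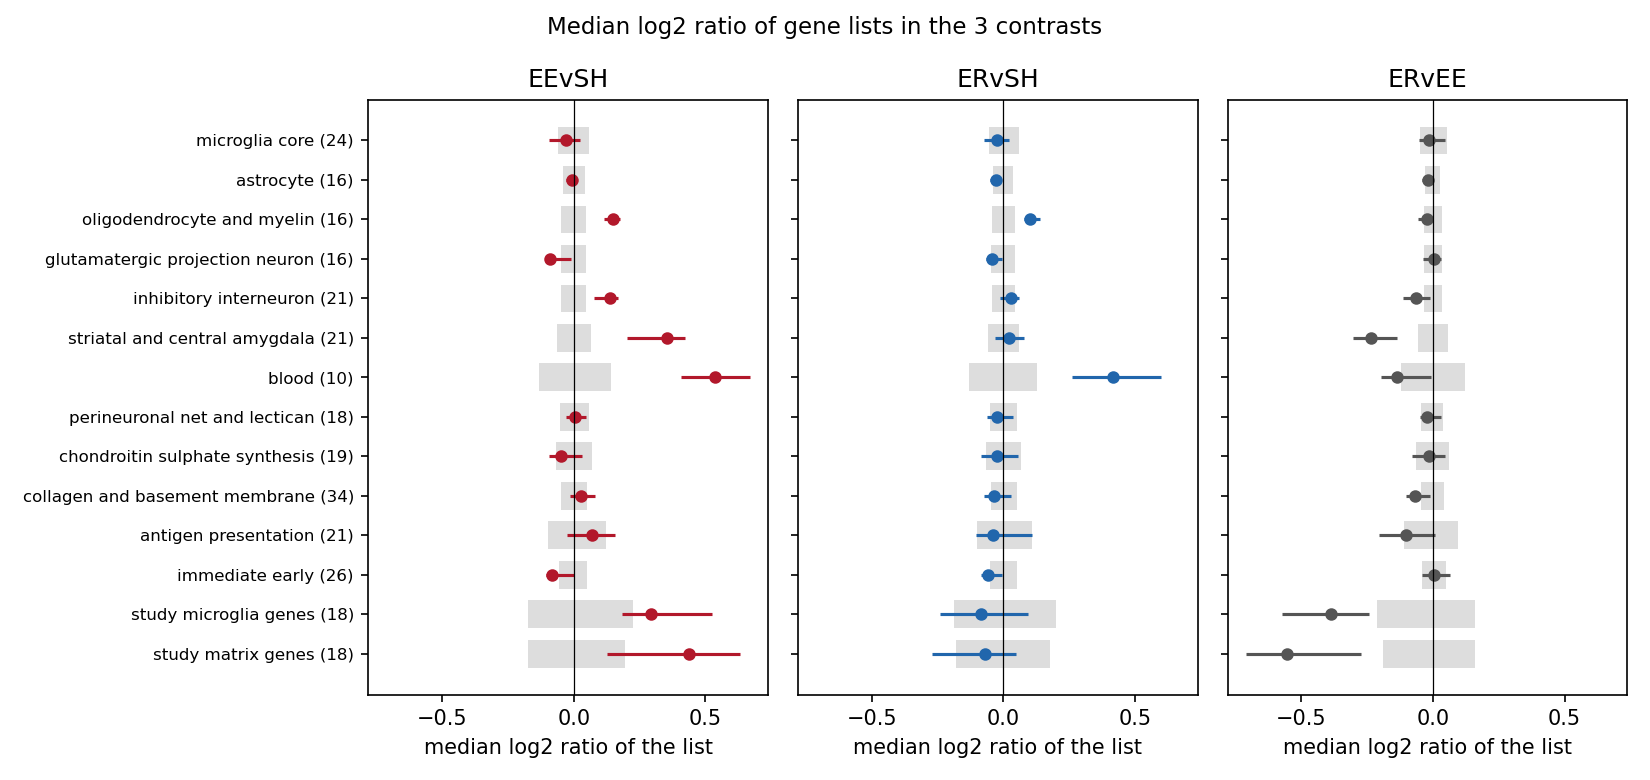
Median log2 ratio of 14 gene lists (rows, with the number of genes measured) in EEvSH, ERvSH and ERvEE; points are medians, lines are 95% counting intervals from resampled reads, and grey bars hold the middle 95% of 10000 random lists matched on expression. The striatal and central amygdala list lies at 0.35 in EEvSH and −0.24 in ERvEE, while the microglia core and perineuronal net lists lie within the grey bars in each contrast.

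Microglia are the resident immune cells of the brain and were a focus of the study. None of 24 core microglia genes passed the size rule in any contrast. Their median log2 ratio was −0.03 in EEvSH (percentile 15.6), −0.03 in ERvSH (percentile 18.1) and −0.02 in ERvEE (percentile 24.1). The ratio of Aif1, which encodes the microglial marker IBA1, was 1.05 in EEvSH (0.907 to 1.21) and 0.969 in ERvEE (0.840 to 1.12). The ratios of Cx3cr1 and P2ry12 in ERvEE were 0.945 (0.849 to 1.05) and 1.07 (0.922 to 1.25). Cd68, a lysosomal marker, was measured at 42.8 to 48.2 scaled counts, which left an interval of 0.717 to 1.73 in ERvEE.

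Perineuronal nets are matrix structures around neurons, many of them parvalbumin cells, and were the other focus. The 18 measured net and lectican genes had medians of 0.01 in EEvSH (percentile 54.4), −0.02 in ERvSH (percentile 16.9) and −0.02 in ERvEE (percentile 15.5). Has2, a hyaluronan synthase named after its values were seen, was the member past the size rule, lower in EE than in SH at 10.3 against 22.9 scaled counts (ratio 0.451, 0.192 to 0.986). Acan, the core protein aggrecan, was 1.42-fold higher in the EE than in the SH library (1.08 to 1.87) and had a ratio of 0.844 in ERvEE (0.647 to 1.10). Bcan was slightly lower in ER than in EE (0.959, 0.930 to 0.988), as was the link protein gene Hapln1 (0.906, 0.835 to 0.981). Ncan (0.994, 0.951 to 1.04), Tnr (1.02, 0.972 to 1.07), the protease gene Mmp9 (0.803, 0.496 to 1.29) and Pvalb (0.934, 0.851 to 1.02) had intervals in ERvEE that included 1. Collagen and basement membrane genes had a median of −0.07 in ERvEE over 34 genes (percentile 0.2), and Col8a1 was the member past the size rule. Chst3 was the gene past the rule among 19 chondroitin sulphate synthesis genes in EEvSH and ERvSH.

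In ERvSH, enrichment followed by removal was compared with standard housing. The ER library was higher for the growth factor gene Bmp2 (2.09-fold, 1.38 to 3.21), Klhl1 (1.94-fold, 1.32 to 2.89), Skida1 (1.957-fold, 1.32 to 2.95), Gas1 (1.75-fold, 1.18 to 2.61) and Tet1, a DNA demethylase (1.73-fold, 1.23 to 2.45). It was lower for Chst3 (ratio 0.430, 0.339 to 0.543), Cartpt (0.436, 0.303 to 0.619), the ciliary dynein gene Dnai1 (0.423, 0.284 to 0.620), Wisp1 (0.467, 0.311 to 0.690) and the mitotic genes Plk1 (0.535, 0.356 to 0.794) and Birc5 (0.551, 0.377 to 0.797). Ptma was 4.44-fold higher (4.02 to 4.90), with the same uncertainty as above. The striatal and central amygdala list had a median of 0.02 in this contrast (percentile 74.1). Its members Nts and Gpr6, the latter named after its values were seen, passed the size rule as higher.

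In ERvEE, rats that had lost enrichment were compared with rats that kept it. The ER library was lower for Col8a1, a short-chain collagen (ratio 0.523, 0.414 to 0.658), the adenosine receptor gene Adora2a (0.550, 0.430 to 0.7002), Dpp4 (0.549, 0.376 to 0.793), Eya2 (0.559, 0.437 to 0.714), Col14a1 (0.574, 0.414 to 0.789), Pld5 (0.555, 0.427 to 0.719) and the muscarinic receptor gene Chrm5 (0.584, 0.391 to 0.863). It was higher for the death receptor gene Tnfrsf25 (1.70-fold, 1.38 to 2.10), Mars2 (1.67-fold, 1.34 to 2.09), Lsp1 (1.77-fold, 1.24 to 2.55), the transcription factor gene Hhex (1.74-fold, 1.20 to 2.53) and the matrix gene Matn4 (1.79-fold, 1.20 to 2.70). The striatal and central amygdala list had a median of −0.24 (−0.30 to −0.14), below all random lists, and the inhibitory interneuron list −0.07 (percentile 0.02).

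Antigen presentation genes were split. In EEvSH the class II chain Cd74 was 1.55-fold higher (1.27 to 1.91), and RT1-Da (1.957-fold, 1.19 to 3.28), RT1-Db1 (3.37-fold, 1.48 to 8.62) and RT1-Ba (2.56-fold, 1.37 to 5.02) were higher at 7.97 to 25.9 scaled counts in the SH library. RT1-Bb was lower (0.297, 0.0711 to 0.945). These RT1 genes lay under the level set for named genes and are named after their values were seen. The RT1 class II genes are a multigene family, so reads shared between members leave their values uncertain. In ERvEE RT1-Ba and RT1-Db1 passed the size rule as lower. The median of the 21 genes was 0.07 in EEvSH (percentile 88.9) and −0.10 in ERvEE (percentile 3.41).

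The genes the study singled out as microglial or matrix genes form a further set. The study turned to them after earlier analyses of its omics data, and whether values in these libraries bore on the choice of single genes is not stated in the sources used here, so the set is not taken as independent evidence of its direction. Of these 36 genes, 32 were higher in EE than in SH, and 35 were lower in ER than in EE. Both counts use the EE library, so a gene that is high in that library tends to enter both. In ERvSH, which does not use it, 16 were higher and 20 lower. Counting intervals excluded 1 for 9 genes in EEvSH, 3 in ERvSH and 8 in ERvEE, and 23 genes had a mean scaled count under 50. The size rule was passed by 5 genes in EEvSH, all of them higher: Cd74, Klk7, Bcl2 (1.56-fold, 1.003 to 2.44), P2ry1 (2.18-fold, 1.38 to 3.52) and Mmp3 (3.37-fold, 1.04 to 14.2). In ERvSH P2ry1 passed it as higher and Lgals3 as lower, and in ERvEE Pycard (0.651, 0.430 to 0.976) and Mmp3 (0.229, 0.0418 to 0.833) passed it as lower. Bcl2, P2ry1 and Mmp3 are named after their values were seen. The median log2 ratio of the 18 microglial genes was 0.29 in EEvSH (percentile 99.37), −0.09 in ERvSH (percentile 15.7) and −0.39 in ERvEE (percentile 0.03). That of the 18 matrix genes was 0.44 in EEvSH (percentile 99.99), −0.07 in ERvSH (percentile 20.2) and −0.56 in ERvEE (percentile 0). In ERvEE it was −0.49 with genes at 0 set to their bound. Without the 11 matrix genes that had a mean scaled count under 50, it was 0.078 in EEvSH and −0.236 in ERvEE. Among members with more reads, Egr1 was 1.18-fold higher in EE than SH (1.12 to 1.25) and at 0.802 in ERvEE (0.760 to 0.846), and Cd74 was at 0.675 in ERvEE (0.551 to 0.825). Itgav was at 0.892 in ERvEE (0.796 to 1.001) and Tlr7 at 0.769 (0.592 to 0.998). C3ar1 (0.761, 0.469 to 1.23), Itgb3 (0.567, 0.206 to 1.45), Ccl24 (0.611, 0.219 to 1.59), Tnfsf4 (0.534, 0.181 to 1.44), Ccl19 (1.17, 0.485 to 2.89), Ccr1 (0.198, 0.00420 to 1.77) and Cxcr5 (0.331, 0.00630 to 4.12) had intervals in ERvEE that included 1. Klk7 had no reads in SH and 6 in EE, and the counting interval of the ratio began at 1.22. Lgals3 had no reads in ER and 7 in SH, and the interval of the ratio in ERvSH reached up to 0.715.

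The 26 immediate early genes, which respond to neuronal activity, had a median of −0.08 in EEvSH (−0.11 to 0.00, percentile 0.11), −0.06 in ERvSH (−0.08 to −0.01, percentile 1.28) and 0.01 in ERvEE (percentile 53.6). Fos had a ratio of 0.723 in ERvSH (0.571 to 0.914), and Arc was 1.13-fold higher in ER than in EE (1.04 to 1.23). Bdnf was at 0.888 in ERvEE (0.818 to 0.964). The 21 glucocorticoid-responsive genes had a median of −0.07 in EEvSH (−0.11 to 0.03, percentile 2.77), 0.02 in ERvSH (percentile 63.0) and 0.05 in ERvEE (percentile 91.9). One of them, Fkbp5, had a ratio of 1.01 in ERvEE (0.936 to 1.09).

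**Figure D2:**
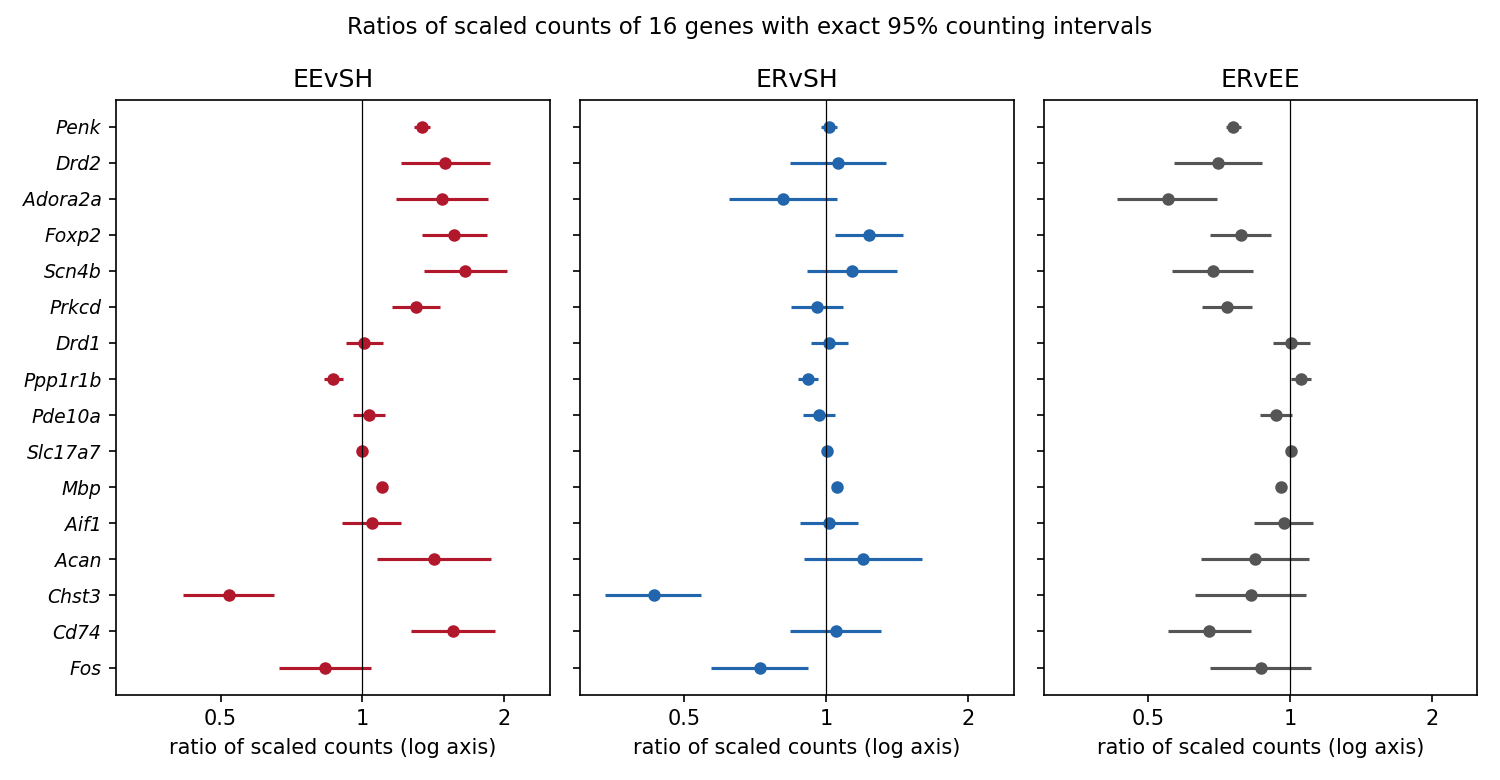
Ratio of scaled counts (log axis) for 16 genes in EEvSH, ERvSH and ERvEE; points are ratios of 1 pooled library to another and lines are exact 95% counting intervals, and some genes were chosen after their values were seen. Penk, Drd2, Adora2a, Foxp2, Scn4b and Prkcd lie above 1 in EEvSH and below 1 in ERvEE, Drd1 and Pde10a lie near 1, and Chst3 lies at 0.521 in EEvSH and 0.430 in ERvSH.

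The contrasts were also set against each other. Across 13386 genes, which are not independent replicates, EEvSH and ERvEE had a Pearson r of −0.55 and a Spearman rho of −0.484. Both contrasts use the EE library, and simulated libraries with no difference gave a mean r of −0.51 (−0.53 to −0.48) and a mean rho of −0.461 (−0.476 to −0.443). The covariance was −0.0285 against −0.0062 in the simulated libraries. For genes with ordinary symbols it was −0.0113 against −0.00586. EEvSH with ERvSH gave r = 0.48 (simulated 0.49) and a rho of 0.52 (simulated 0.43 to 0.47). ERvSH with ERvEE gave r = 0.47 (simulated 0.50) and a rho of 0.37 (simulated 0.43 to 0.48). Genes higher in EEvSH and lower in ERvEE numbered 42, where independent lists would share 1.8 and unchanged libraries shared 7.15 on average; for the reverse pattern the values were 35, 1.21 and 10.1. With ordinary symbols alone, an analysis added after the data were seen, the values were 25, 1.07 and 5.75, and for the reverse pattern 19, 0.539 and 8.05. Part of the excess may come from the shared library, which cannot be split. Of the 354 genes past the size rule in EEvSH, 88.4% had the other sign in ERvEE, against 92.6% in unchanged libraries. SH was the library farthest from the middle value for 37.7% of genes, EE for 32.7% and ER for 29.7%, against 33% to 33.5% in the simulated libraries.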

Values the study reported

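The study kept ER rats in enrichment for 4 weeks before single housing, in cages that held 10 rats. For its targeted pathway analysis it took the 100 most upregulated and the 100 most downregulated genes of each contrast, ranked by fold change.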

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

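Genes of types other than protein-coding were outside the comparisons and still held reads, which is why they are listed here. With a mean scaled count of at least 50, 598 such genes were measured. The size rule was met by 38 of them in EEvSH (11 higher, 27 lower), 45 in ERvSH (16 higher, 29 lower) and 28 in ERvEE (15 higher, 13 lower). Long intergenic non-coding RNAs made up 1 of the higher and 4 of the lower genes in EEvSH, 2 and 6 in ERvSH, and 2 and 3 in ERvEE. Many of the rest were pseudogenes, such as LOC688932 at 106.56 scaled counts in SH, 4938.9 in EE and 88.219 in ER. Reads shared with related genes leave such values uncertain. No group had enough libraries for a comparison of single libraries within it.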

How the results depend on the processing

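Scaling barely mattered: library totals, edgeR TMM and upper quartile factors left the list medians within their counting intervals and the counts of genes past the size rule within 1.5 times the main counts, and the log2 ratios of named genes stayed within their counting intervals in 666 of 666 comparisons with another scaling or a pseudocount of 5. In the order EEvSH higher and lower, ERvSH higher and lower, ERvEE higher and lower, the counts past the size rule were 75, 53, 43, 51, 37 and 52 at a mean scaled count of at least 50, 107, 86, 71, 85, 67 and 90 with a 2-fold rule, and 760, 658, 678, 647, 625 and 743 without the counting interval; each of these rules passes fewer or more genes by construction. With ordinary symbols alone, chosen after seeing the data, 100 genes were lower in EEvSH and 80 higher in ERvEE. With a mean of at least 50, the median of the study matrix genes was 0.078 in EEvSH and −0.236 in ERvEE, over fewer genes, and that of the choroid plexus list was 0.302 in ERvEE, also over fewer genes, where the main value had the other sign (−0.32, −0.88 to 0.00). Of 918 list values under an alternative, 915 stayed within the counting interval. The correlation of EEvSH with ERvEE was −0.511 over genes with a mean above 1 and −0.654 at 500 or more. That of EEvSH with ERvSH was 0.503 and 0.450 under these filters and 0.551 with ordinary symbols. That of ERvSH with ERvEE was 0.381 at 500 or more and 0.404 with ordinary symbols. Among genes at 500 or more with ordinary symbols, EEvSH with ERvEE gave −0.525, within the simulated range of −0.532 to −0.485. The value of −0.654 therefore rests on genes named by clone or placeholder. Why the other correlations moved was not tested. Depth limits the genes with few reads, where intervals span several-fold. No paired analysis was possible because each condition has 1 library and the results come from no test.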

Other observations

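Single genes of other lists differed between the libraries, whereas the choroid plexus (percentile 22), protease (81.3) and fibroblast (46.9) lists lay within the middle range of random lists in EEvSH, as the interferon list did in ERvSH (51.1). Ttr, a choroid plexus gene, was at 79.7 scaled counts in SH, 4.14 in EE and 0 in ER, a ratio of 0.0519 in EEvSH (0.0138 to 0.138) and in ERvSH an interval that reached up to 0.0486. Of the 11 choroid plexus and ependymal genes, Slc4a5 (ratio 0.281, 0.0932 to 0.714) and Kcnj13 (7 reads in SH, none in ER) also passed the rule as lower in ERvSH, while the median of the list was 0.19 (percentile 87.8). These 3 genes are named after their values were seen. Adamts15, a protease that cleaves lecticans, was 1.503-fold higher in EE than SH (1.27 to 1.79), Igfbp2 1.63-fold (1.19 to 2.25) and the lipid droplet gene Plin4 1.55-fold (1.24 to 1.94). The interferon-induced gene Mx2 was lower in ER than in SH (0.659, 0.531 to 0.816), while Isg15 was higher (1.56-fold, 1.03 to 2.37). Oligodendrocyte precursor genes had a median of −0.11 in ERvEE (percentile 0.76), and claustrum and endopiriform genes 0.07 (percentile 99.4). Mitochondrially encoded genes had a median of 0.04 in ERvSH (percentile 98.9), and ribosomal protein genes 0.01 (percentile 75.5). Of 31 fixed lists, leaving out after the data were seen the 3 lists taken from the study, 5 lay above and 2 below the middle 95% of random lists in EEvSH. The numbers were 4 and 1 in ERvSH, and 1 and 5 in ERvEE. By chance 1.55 per contrast would be outside if the members of a list varied like randomly drawn genes. Markers of a cell type can vary together between pools, so an excess over 1.55 does not show an effect of housing.

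The ranking of genes by fold alone falls on genes with few reads. Among the 100 genes with the highest EEvSH ratio and a mean scaled count above 1, the median mean was 3.43 scaled counts, 90 genes were under 20, and 39 had an interval that excluded 1. Among the 100 lowest in ERvEE the median was 3.73, 88 were under 20, and 40 had an interval that excluded 1.

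For the patterns below, the tests against counting error and of the shared library were chosen after the results were seen. The bounds for the second marker lists and for gene copies were set before their values were seen. The genes on the second marker lists were nevertheless picked after the main results were seen.

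The striatal and central amygdala markers were higher in the EE library. Counting error alone is argued against by the lower bound of the list's median in EEvSH, 0.201. For striatal projection neurons a second list of 16 genes had a median of −0.03, at percentile 24.3. This argues against more striatal tissue in the EE pool. Genes such as Adcy5 (5211.2 scaled counts in SH, 5413.5 in EE) are, however, abundant enough in every library to hide a small share. In the first list Ppp1r1b was lower and Adora2a was higher (1.47-fold, 1.18 to 1.85). That list joins striatum and central amygdala, so neither gene tells these regions apart. A second list of 14 central amygdala and intercalated cell genes had a median of 0.17 in EEvSH, at percentile 99.86, although its counting interval of −0.03 to 0.30 included 0 and its members were mixed: Tshz1 (1.23-fold), Dlk1 (1.32-fold) and Meis1 (1.38-fold) were higher, whereas the abundant Wfs1 (0.898) and Dlx1 (0.825) were lower. A larger share of central amygdala or intercalated cells in the EE punches is a candidate explanation on the list's median, and the lower members leave it open. A share of other neighbouring tissue stays open too, with the hypothalamic and medial amygdala list at percentile 98.2 in EEvSH. An effect of enrichment on these genes stays open and was not tested, since each condition is 1 pool.

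EEvSH and ERvEE differed in opposite directions. Counting error around unchanged levels is argued against by the 42 genes past the size rule higher in EEvSH and lower in ERvEE and the 35 of the reverse pattern, when the highest of 100 simulated sets held 14 and 15, although separate pools differ beyond counting error whatever the housing. A shared EE library gave a mean correlation of −0.51 in the simulated sets, and the share of genes past the rule in EEvSH with the other sign in ERvEE, 88.4%, lay within the simulated range of 86% to 98.2%. With ordinary symbols r was −0.541 against a simulated range of −0.529 to −0.483, and at a mean of 500 or more it was −0.525, within −0.532 to −0.485; the simulated sets hold no variation between pools, so with 1 pool per condition equal and unequal variability of the libraries cannot be told apart. How far enrichment or its removal adds to the shared library stays open.

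Genes named by clone or placeholder were near-absent in some libraries and abundant in others: AABR07046778.1 was at 16598 scaled counts in SH, 92.0 in EE and 16871 in ER, AC120727.1 at 1.99, 456 and 370.3, and AC117101.1 at 2.99, 13.4 and 231.8. Counting error alone is argued against by the 24 genes with a ratio of at least 4-fold, when no simulated set held any. A transfer of reads from the named parent gene is argued against for LOC100361457 and LOC100360413. They were at 1233.8 and 1234.8 scaled counts in SH and 24595 and 18694 in ER. Their parents Actg1 (21858 and 21725) and Eef1a1 (51190 and 52144) barely differed. Of 6 measured pairs of a copy and its parent (7 were listed), 1 had the parent differing the other way by a comparable amount (Tipinl1 and Tipin). In 4 the parent differed the same way or by little. Of those 4, LOC680121 differed by −7188 scaled counts in ERvSH, whereas its listed parent Haus8 was at 79.667 in SH and 95.399 in ER. This argues against a transfer to Haus8 for that pair. Ppp2ca differed by −46.65 in ERvEE, under its counting SD of 96.2. Rpl35a differed the other way, at −0.224 of its copy's difference in EEvSH. A transfer stays open for the remaining copies. The summed scaled counts of the 24 genes were 53181 in SH, 38292 in EE and 89248 in ER. Copies other than the named parents, and sequence variants among outbred rats, were not tested and stay open, so these genes could reflect read assignment rather than expression.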
